A study of Caenorhabditis elegans with 8 samples.

How the data were processed

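RNA was sequenced from starved first-stage (L1) larvae of *Caenorhabditis elegans* in 4 groups with 2 libraries each. The groups, taken from the labels, were the wild-type strain N2, spr-5 mutants, met-2 mutants and the double mutant spr-5; met-2. spr-5 encodes a histone H3 lysine 4 demethylase and met-2 a histone H3 lysine 9 methyltransferase. The aligner, the counting program, the genome build, the annotation and the use of strand are not stated in the labels, so no genomic position is given.

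The authors deposited 3 tables without headers, 1 for each mutant against N2, and each lists the same 50832 RefSeq transcripts. Per the names of the tables, the authors made them with DESeq2. The deposited base mean is a signal value, the authors' mean of scaled counts over the 4 libraries of a comparison. The deposited log2 fold change and its standard error are on the log2 scale, and their ratio is the deposited Wald score. The authors also deposited a p-value and an adjusted p-value for each transcript, which are absent for many transcripts with few reads. Fold changes of such transcripts are shrunken towards 0 and understate the change. The tables were normalized separately. No column holds the values of a single library, and the number of such columns left unused was 0.

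Symbols came from a RefSeq gene table of assembly WBcel235, used only for names and for which genes neighbour each other. Of the 50832 transcripts, 46074 (90.6%) matched, and the others are given by their accession.

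The tests, the thresholds, 8 gene lists and the rule for named genes were fixed before the data were examined. The plan named a count model for tables of counts. For tables that hold the authors' comparisons alone it named the authors' adjusted p under 0.05, with no further test, and this was used. No test of the double mutant against each single mutant, or of the interaction, is reported. The interaction was described by the double-mutant log2 fold change minus the sum of those of the single mutants.

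Depth was taken from the base means. With few reads, a base mean is a sum of whole reads, each worth a fixed step that depends on its library. The steps of the libraries were read from the lowest values, and the N2 libraries, present in all 3 tables, were sought among 864 ways to choose and order the shared steps. The ways that solved most of a small first set were tried on 400 low transcripts. Of these ways, the best solved 400 of 400 and the next best solved 166. With the best way, 50832 of 50832 transcripts gave whole reads by lattice reduction. On simulated tables, with the steps and the shared libraries given, the lattice reduction returned the exact reads of 50828 of 50832 transcripts. Transcripts with no reads count as exact there. Reading the steps and finding the shared libraries were not tried on simulated tables. No label ties a recovered library to a sample. Which tables a library enters would place it in a group, but only through the values, and a table of comparisons names no samples. The 8 libraries were therefore given no group, numbered by their total reads, and used in no comparison, mean or test. Fits with limma on recovered reads that had been placed in groups from the values were computed after the data were seen, and were withdrawn for this reason. Their results are not reported.

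The gene lists were meiosis, germline RNA regulation and P granules, oogenesis, spermatogenesis, muscle, intestine, neurons, and hypodermis and cuticle. Each gene was represented by 1 transcript, the one with the largest sum of base means over the 3 tables. This rule was not among the choices made beforehand. It was set after results had been seen under another rule (the most recovered reads), which took another transcript for gld-2. The median log2 fold change of a list was set against 10000 random lists of the same size matched on base mean, two-sided, with Benjamini-Hochberg adjustment over 24 tests. This describes the libraries and treats transcripts, which are not independent replicates, as the units. On simulated fold changes of 15713 transcripts with 200 raised by 1, it found 50 of 50 lists drawn from the raised transcripts and 10 of 200 lists drawn from the rest. A list of intracellular pathogen response genes and the pals family were added after the values were seen and were adjusted apart. The list of pathogen response genes was written from memory, without a source, so it is not an independent list.

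The named genes are, for each mutant, the 3 largest rises and the 3 largest falls with an adjusted p under 0.05 and a base mean of at least 50. Up to 2 members of each list with the smallest adjusted p under 0.05 in the double mutant are also named, and spr-5 and met-2 themselves.

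For overlaps and correlations, unchanged groups against a shared N2 were simulated in 100 draws. Each simulated fold change was the authors' standard error times the difference of a draw for the mutant and a draw for N2, which assumes that both groups carry equal parts of the error. The alternatives tried were a stricter adjusted p, a minimum fold change, Benjamini-Hochberg adjustment recomputed over all p-values, minimum base means and other transcripts for the gene lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, sympy 1.14.0 and matplotlib 3.10.9 were used.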

Results

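Transcript levels in starved L1 larvae of 3 mutant groups were each compared with N2, with 2 libraries per group, to find the genes that change when 1 or both histone-modifying enzymes are lost. Total reads recovered from the base means ranged from 3639055 to 6776419 over the 8 libraries. The tables name no samples, so these totals were assigned to no group and no spread between replicates can be given. Every observed fold change and standard error of a single transcript below is the authors' own. Adjusted p-values are the authors' own unless given with the Benjamini-Hochberg method or adjusted over a list alone. Medians were computed from the authors' values, and simulated values are given as such.

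The targeted genes were examined first. For the spr-5 transcript (NM_060965), the authors' deposited table gave a log2 fold change of 0.90 (SE 0.74) in spr-5. In the double mutant it was 1.26 (SE 0.95) in the authors' deposited table. The met-2 transcript (NM_066447) had a log2 fold change of -0.43 (SE 0.69) in met-2 and -0.45 (SE 0.97) in the double mutant, per the authors' deposited tables. None of these changes passed the authors' adjusted p of 0.05. A mutant allele can still be transcribed, so these levels do not check the labels, and each group name stands for the libraries labelled with it.

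In spr-5 against N2, the authors' deposited table held 3 transcripts with an adjusted p under 0.05, all higher. At an unadjusted p under 0.05 there were 259 higher and 84 lower, together 1.15% of the 29720 transcripts with a p-value in the authors' deposited table. F37A4.4 (NM_066070) had a log2 fold change of 5.57 (SE 0.85, adjusted p 1.49e-06) in the authors' deposited table. The authors' deposited table gave 4.49 (SE 0.88, adjusted p 0.00343) for F37A4.5 (NM_066069) and 4.38 (SE 0.77, adjusted p 0.000211) for W03A5.1 (NM_065752). F37A4.4 and F37A4.5 are neighbours in assembly WBcel235, and without the strand used in counting their values are uncertain if they overlap.

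In met-2 against N2, the authors' deposited table held 9 transcripts with an adjusted p under 0.05, all higher. At an unadjusted p under 0.05 there were 262 higher and 151 lower, 1.42% of those with a p-value in the authors' deposited table. The largest of the 9 rises was that of trf-2 (NM_059133), with a log2 fold change of 5.78 (SE 0.80, adjusted p 9.09e-09) in the authors' deposited table. The authors' deposited table gave 5.01 (SE 0.82, adjusted p 6.10e-06) for NM_058294 and 4.81 (SE 0.83, adjusted p 2.92e-05) for ZK892.6 (NM_063756).

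In the double mutant against N2, the authors' deposited table held 78 transcripts that were higher and 9 that were lower at an adjusted p under 0.05. An adjusted p under 0.01 in the authors' deposited table left 50 higher and 2 lower. At an unadjusted p under 0.05 there were 482 higher and 296 lower, 2.82% of those with a p-value in the authors' deposited table. The largest rises were those of C17H1.2 (NM_060893), pals-5 (NM_060899) and ZK892.6. The authors' deposited table gave C17H1.2 a log2 fold change of 7.70 (SE 1.08, adjusted p 4.84e-09) and pals-5 one of 7.62 (SE 1.05, adjusted p 4.84e-09). For ZK892.6 it was 6.83 (SE 1.13, adjusted p 3.20e-06) in the authors' deposited table. pals-5 belongs to a multigene family, and its value is uncertain where near-identical members share reads. Among called falls with a base mean of at least 50, the largest were those of NM_061823, sdz-28 (NM_061791) and srd-19 (NM_073930). NM_061823 had a log2 fold change of -5.15 (SE 1.20, adjusted p 0.00450) in the authors' deposited table. The authors' deposited table gave -4.73 (SE 1.19, adjusted p 0.0155) for sdz-28 and -4.57 (SE 1.27, adjusted p 0.0445) for srd-19. With Benjamini-Hochberg adjustment recomputed over all p-values of the authors' deposited table, srd-19 did not pass, and 61 transcripts were higher and 3 lower. In spr-5 and met-2, the authors' deposited tables gave NM_061823 -2.57 and -2.15, and srd-19 -3.04 and -2.46. For sdz-28 they gave 0.13 and -0.10. None of these passed the authors' adjusted p of 0.05. The comparisons share the N2 libraries, so falls seen in all of them are not independent.

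**Figure D1:**
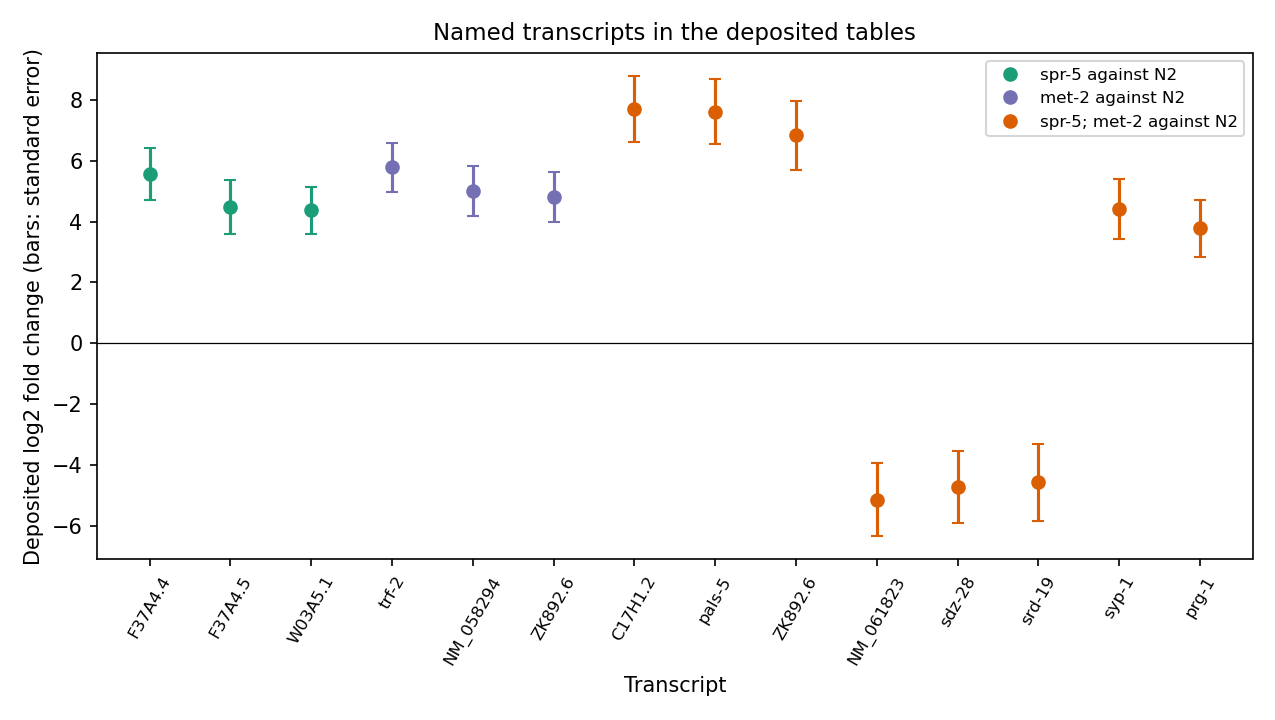
Log2 fold change against N2 (y axis) of each transcript named by rule (x axis), from the authors' deposited tables. Points are coloured by mutant, and bars are the authors' standard errors. The values run from -5.15 for NM_061823 to 7.70 for C17H1.2.

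Whether the double mutant differs from the sum of the single mutants was described, and no test of it is reported. Over the 78 transcripts called higher in the double mutant, the median log2 fold change was 5.04 in the double mutant, 0.41 in spr-5 and 1.05 in met-2, per the authors' deposited tables. The double-mutant value minus the sum of the others had a median of 3.34 and was above 0 for 66 of the 78. These transcripts were chosen for being high in the double mutant, which raises that median. Over 6902 transcripts with a base mean of at least 50 in the authors' deposited table of the double mutant, the median was 0.15. The tables were normalized separately, so these sums set values of different tables beside each other. Fold changes from few reads are shrunken towards 0, which can understate the single mutants and enlarge the difference. For pals-5 the base mean was 3.54 in the spr-5 comparison, 30.0 in that of met-2 and 681 in that of the double mutant. For C17H1.2 it was 4.01, 19.5 and 888 in the same order.

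Of the 9 transcripts called in met-2, 7 were among the 87 called in the double mutant, all in the same direction. They were F15D4.5, NM_058294, NM_066273, Y57A10A.2, ZK892.6, syp-1 and trf-2, of which F15D4.5, NM_066273 and Y57A10A.2 were chosen after their values were seen. The comparisons are not independent, since they share the N2 libraries. Unchanged groups simulated against a shared N2 had 1.41 transcripts in common on average and at most 6 in 100 draws, when as many top transcripts were taken. The 3 transcripts called in spr-5 shared 0 with met-2 and 0 with the double mutant. At an unadjusted p under 0.05 in both of the authors' deposited tables, spr-5 shared 57 with met-2 and 83 with the double mutant. By the same threshold met-2 shared 129 with the double mutant. Overlaps at this threshold were not simulated, so how many a shared N2 alone would give is not known. F37A4.4 had a log2 fold change of 2.76 (SE 1.31) in the double mutant in the authors' deposited table. F37A4.5 and W03A5.1 had 0.33 (SE 1.17) and 1.01 (SE 1.32) there, per the authors' deposited table. No test of whether these differ from their values in spr-5 is reported.

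Spearman's rho between the fold changes of the authors' deposited tables was 0.487 for spr-5 and met-2 across 27770 transcripts. It was 0.380 for spr-5 and the double mutant, and 0.425 for met-2 and the double mutant. Pearson's r in the same order was 0.476, 0.384 and 0.454. Simulated unchanged groups gave a mean rho of 0.480, 0.479 and 0.479 over the same transcripts, and at most 0.490, 0.490 and 0.491. None of the observed values of rho was above the highest of its draws, and those with the double mutant lay below the lowest, 0.464 for spr-5 and 0.469 for met-2. Restricted to a base mean of at least 50, rho for spr-5 and the double mutant moved most, to 0.442, where the simulated values had a mean of 0.485 and a minimum of 0.465. For met-2 and the double mutant it was then 0.454, within the simulated range of 0.451 to 0.502. Pearson's r under that restriction was 0.542, 0.499 and 0.545, in the order above. Pearson's r was not simulated in either setting. The median standard error at a base mean of at least 50 was 0.80 in spr-5, 0.74 in met-2 and 1.01 in the double mutant. The same N2 libraries are therefore unlikely to carry equal parts of the error in every comparison, as the simulation assumes. A smaller N2 part in the double mutant would lower its simulated rho. The place of its observed rho among the draws therefore decides nothing. Transcripts are not independent replicates.

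Of 24 list tests, 5 passed a Benjamini-Hochberg adjusted p of 0.05 against random lists. With a base mean of at least 10 it was 8 of 24, and 3 of 24 when in addition the gene gld-2 was represented by another of its transcripts (NM_059441). In the double mutant, the median log2 fold change of the meiosis list was 1.75 in the authors' deposited table, with 14 of 18 members higher (Benjamini-Hochberg adjusted p 0.0024). The median of germline RNA regulation and P granules was 1.08 there, with 23 of 26 members of the authors' deposited table higher (Benjamini-Hochberg adjusted p 0.0024). Both had an unadjusted p of 0.0002, the smallest that 10000 random lists can give. The intestine list had a median of -0.56 in the authors' deposited table, with 2 of 12 members higher (Benjamini-Hochberg adjusted p 0.0115). The other lists did not pass in the double mutant, with medians in the authors' deposited table of -0.02 for oogenesis, 0.17 for spermatogenesis, -0.27 for muscle, -0.12 for neurons and -0.13 for hypodermis and cuticle.

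In met-2, germline RNA regulation and P granules passed, with a median of 0.37 in the authors' deposited table and 19 of 26 members higher (Benjamini-Hochberg adjusted p 0.0096). The other medians in that deposited table of the authors were 0.10 for meiosis, -0.14 for oogenesis, 0.0057 for spermatogenesis, 0.0060 for muscle, 0.05 for intestine, 0.13 for neurons and 0.15 for hypodermis and cuticle. In spr-5, spermatogenesis passed, with a median of 0.46 in the authors' deposited table and 17 of 21 members higher (Benjamini-Hochberg adjusted p 0.0032). The other medians in the authors' deposited table of spr-5 were 0.24 for meiosis, 0.27 for germline RNA regulation and P granules, -0.11 for oogenesis, -0.12 for muscle, -0.29 for intestine, -0.18 for neurons and 0.11 for hypodermis and cuticle. With a base mean of at least 10, the 2 lists that passed in met-2 and spr-5 had adjusted p-values of 0.045 by the Benjamini-Hochberg method, and of 0.0514 with the other gld-2 transcript. No test of the difference of a list between mutants is reported.

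**Figure D2:**
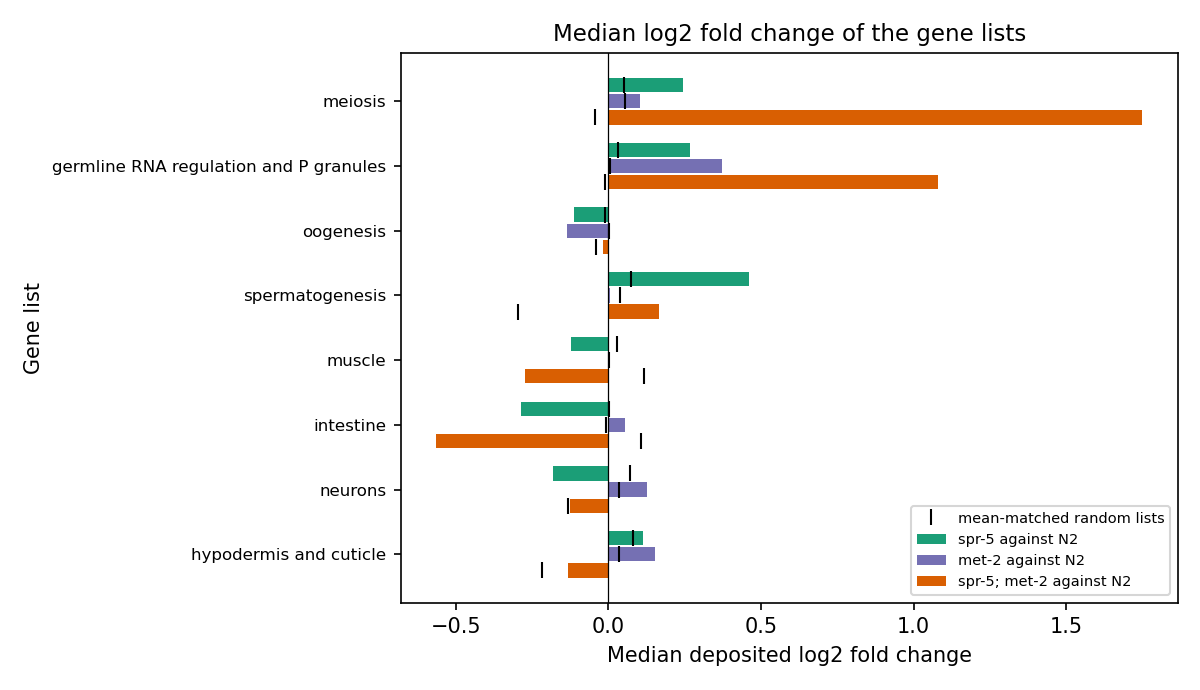
Median log2 fold change against N2 (x axis) of 8 gene lists (y axis), from the authors' deposited tables. Bars are coloured by mutant, and black ticks mark the median of random lists matched on base mean. The longest bars are those of meiosis (1.75) and germline RNA regulation and P granules (1.08) in the double mutant.

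Adjusted over all transcripts, 1 member of the meiosis list and 1 of germline RNA regulation and P granules were called in the authors' deposited table of the double mutant. Adjusted over the list alone with the Benjamini-Hochberg method, 3 meiosis members and 5 germline RNA regulation members were higher, and 1 oogenesis member was lower. In met-2, 1 meiosis member was called over all transcripts and, adjusted over the list alone, also 1. The lists without a call adjusted over the list alone were 5 in the double mutant, 7 in met-2 and 8 in spr-5. At an unadjusted p under 0.05, 1 of the 75 members of such lists passed in the double mutant, 5 of 117 in met-2 and 4 of 137 in spr-5. The members named by rule were syp-1 (NM_074744) and prg-1 (NM_059720). In the double mutant, the authors' deposited table gave a log2 fold change of 4.42 (SE 0.99, adjusted p 0.00227) for syp-1 and 3.78 (SE 0.94, adjusted p 0.0120) for prg-1. These rises were not confined to the double mutant. For syp-1 the authors' deposited tables gave 4.20 (SE 0.75, adjusted p 6.67e-05) in met-2 and 0.45 (SE 0.89) in spr-5. For prg-1 they gave 2.05 (SE 0.68) in met-2 and 1.86 (SE 0.73) in spr-5, neither past the authors' adjusted p of 0.05.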

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

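The rule for the transcript of each list gene, and the alternatives to it, were chosen after seeing the data. No paired analysis was possible because the deposited tables carry no replicate numbers and hold no values of single samples. For the same reason the planned edgeR, DESeq2 and TMM alternatives and the pseudocount alternative were not run. Filters on reads, fits of all 8 libraries, the removal of each library in turn and the double mutant against each single mutant were computed with limma on recovered reads placed in groups through the values. These were withdrawn because no label gives those groups, and they are not reported.

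The counts of 3 and 9 transcripts called in spr-5 and met-2 became 3 and 7 at an adjusted p under 0.01 in the authors' deposited tables, within 1.5 times. For the double mutant, an adjusted p under 0.01 in the authors' deposited table left 52 of 87 (50 higher and 2 lower), by the stricter threshold itself. Benjamini-Hochberg adjustment recomputed over all p-values gave 7 in met-2 and 64 in the double mutant. In spr-5 all 29720 transcripts with a p-value already had an adjusted p in the authors' deposited table, so the recomputation could not change its 3 calls. The 64 were 61 higher and 3 lower, so that the lower calls fell from 9 to 3, with more transcripts adjusted over. A minimum log2 fold change of 1 and a base mean of at least 10 removed no call, since every called transcript lay above both, and say nothing about stability. Of the 7 transcripts shared by met-2 and the double mutant, 6 passed an adjusted p under 0.01 in both of the authors' deposited tables.

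With a base mean of at least 50, rho rose to 0.442 for spr-5 and the double mutant and to 0.454 for met-2 and the double mutant. The cause was not tested.

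The number of list tests that passed was 5, and 8 with a base mean of at least 10. The 3 added ones were germline RNA regulation and P granules in spr-5 (0.49), and spermatogenesis (1.56) and muscle (-0.27) in the double mutant, given as median log2 fold changes from the authors' deposited tables. Muscle and spermatogenesis had a Benjamini-Hochberg adjusted p of 0.045 there. With the other gld-2 transcript it was 0.0514 for both, with their medians unchanged. Germline RNA regulation and P granules in spr-5 had a Benjamini-Hochberg adjusted p of 0.0048 there. The other gld-2 transcript lowered its median from 0.49 to 0.29, and it did not pass (Benjamini-Hochberg adjusted p 0.107). A change of 1 transcript thus decided all 3. With the other gld-2 transcript and the same minimum, 3 tests passed. Spermatogenesis in spr-5 (0.73) and germline RNA regulation and P granules in met-2 (0.37) then missed the threshold, each with a Benjamini-Hochberg adjusted p of 0.0514. Without the minimum, the other gld-2 transcript left 5, as did the transcript with the largest base mean in each table. Meiosis, germline RNA regulation and P granules, and intestine in the double mutant passed in all 4 alternatives. Of the 14 named results, 3 missed an adjusted p of 0.01 and 1 missed 0.05 after the recomputed Benjamini-Hochberg adjustment, which could not move the 3 in spr-5. In the double mutant, the smallest change called over all transcripts was 3.57 in the authors' deposited table, and the median standard error at a base mean of at least 50 was 1.01 on the log2 scale.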

Other observations

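Tests in this part were chosen only after the results were seen, except for planned ones repeated from above. The planned ones are the tests of the gene lists fixed beforehand, with and without the minimum base mean, and the overlap of calls in met-2 and the double mutant. The rule for the transcript of each list gene and the other gld-2 transcript were not planned. Total reads of the 8 libraries that were tied to no group, numbered by their depth, were 3639055, 4123719, 4544794, 4816724, 5301888, 6679394, 6725158 and 6776419. In the same order, drawn down to 3639055 reads each, they held reads of 24401, 20879, 24609, 26139, 17270, 15885, 13370 and 14735 transcripts. The widest steps between neighbouring values were from 17270 to 20879 and from 20879 to 24401. The share of reads on the most abundant transcript was at most 6.13%, in the library numbered 2. No explanation is offered, because these libraries were assigned to no group.

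In the 3 deposited tables, p-values under 0.05 were rarer than chance, which does not hold for the far smaller p-values of the called transcripts. A lack of changed transcripts is argued against as the whole cause, since the lowest median p of the authors' deposited tables was 0.677 and unchanged transcripts would give 0.5. Transcripts with few reads are argued against as the whole cause by a lowest median p of 0.653 at a base mean of at least 50. An estimate of the spread that is too large may give such values, and no test of it is reported. No biological explanation was tested.

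The pals family, whose members take part in the response to intracellular pathogens, stood out in the double mutant. Of 35 pals genes with reads, 14 were called higher in the authors' deposited table. The family's median log2 fold change there was 3.33, with 29 of 34 protein-coding members higher (Benjamini-Hochberg adjusted p 6.0e-04, from the smallest p the random lists can give). Of 16 further pathogen-response genes, 7 were called in the authors' deposited table, and all 16 were higher, with the same adjusted p by the Benjamini-Hochberg method. Adjusted over the list alone, 22 pals genes and 13 pathogen-response genes were higher in the authors' deposited table of the double mutant. In met-2 this held for 1 pals gene and 0 pathogen-response genes, and in spr-5 for 0 of either list. pals-5 had a log2 fold change of 2.96 (SE 0.88, adjusted p 0.411) in met-2 in the authors' deposited table. Called over all transcripts in the double mutant, the members of both lists make 21 of the 87 calls. In spr-5 the medians were 0.08 for both lists, and in met-2 they were 0.05 for pals and 0.46 for the pathogen-response genes (Benjamini-Hochberg adjusted p 0.0052). With a base mean of at least 10, the pathogen-response median was 0.42 in spr-5 (Benjamini-Hochberg adjusted p 0.149) and 0.70 in met-2 (Benjamini-Hochberg adjusted p 0.0084). The pals medians were then 0.11 and 0.05. In the double mutant, without this minimum, the median of the pathogen-response genes was 3.50. Scaling between libraries is argued against, since it would move random lists matched on base mean alike, and the smaller of the distances of both lists from such lists was 3.29. Reads shared between paralogs stay open for both lists. An infection of the cultures may also raise these genes. In met-2, 15 of the 16 pathogen-response genes were higher in the authors' deposited table, which neither a shared infection nor an effect of the mutations forbids, so these cannot be told apart. A single aberrant library stays open, since no values of single samples were used.

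The lists of meiosis and of germline RNA regulation and P granules were higher in the double mutant, while oogenesis and spermatogenesis did not pass. This contrast changed when members with few reads were left out. The base mean takes in the reads of the mutant, so a rise there helps a member to pass a minimum base mean. The change therefore does not show that few reads made the contrast. With a base mean of at least 10, spermatogenesis had a median log2 fold change of 1.56 over 5 members (Benjamini-Hochberg adjusted p 0.045, and 0.0514 with the other gld-2 transcript), and oogenesis moved from -0.02 to 0.55, with 7 of 12 members of the authors' deposited table higher, and did not pass. More germ cells per larva may raise the first pair, and then germline transcripts would rise by a common factor. Over 16 members of germline RNA regulation and P granules with a base mean of at least 50, the log2 fold change in the authors' deposited table spanned a range of 3.73, from 0.05 for cpb-3 to 3.78 for prg-1. Single values have standard errors near 1.01, and some members may be made outside the germline, so this and a change in transcription per cell cannot be told apart. An effect of the mutations stays open and untested.

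Of the 9 met-2 calls, 7 were shared with the double mutant. Of unchanged groups, 100 draws shared at most 6 transcripts and a repeat of 100 draws at most 4. These draws assume that both groups carry equal parts of the error, which the unequal standard errors of the comparisons make unlikely. If chance alone, with N2 low at these transcripts, had raised them, they would be raised in spr-5 too. From their values in both mutants and the observed correlations between tables, 10000 draws gave a median log2 fold change in spr-5 of 2.93, with 95% between 2.22 and 3.62. The observed median was 1.37 in the authors' deposited table, which argues against a low N2 as the whole cause. Single values there ran from 0.40 to 3.02, so a part of the rise may come from N2. An effect of met-2 loss present in both mutants stays open as a hypothesis.

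F37A4.4, F37A4.5 and W03A5.1 were called in spr-5 and not in the double mutant, which carries mutations in both genes. A sequence variant of the spr-5 strain that the double mutant lacks may raise them. Background linked to the spr-5 allele would be expected in the double mutant too, if both carry the same allele. F37A4.4 had a log2 fold change of 2.76 in the double mutant in the authors' deposited table, which passed no adjusted threshold. F37A4.5 and W03A5.1 had 0.33 (SE 1.17) and 1.01 (SE 1.32) there, set against 4.49 and 4.38 in spr-5. The base mean of F37A4.5 in the double-mutant table was 0.74, and fold changes from few reads are shrunken towards 0. With no genotypes in the tables, such a variant and an effect of spr-5 loss cannot be told apart.

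Genes with several transcripts were listed at 0 in all 3 tables more often than genes with 1. Of genes with 1 protein-coding transcript 5.30% were listed at 0, of genes with 2 it was 18.6%, of genes with 3 it was 21.3%, and of genes with 4 or more it was 37.6%. Reads on sequence shared by transcripts may have been left out at counting. The check of this by unique exonic sequence is void, because 75.9% of the genes with 2 transcripts had a value, under the 80% needed. For such genes a value of 0 does not show that the gene is silent. No biological explanation was tested.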
